A study of Drosophila melanogaster with 6 samples.

How the data were processed

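Gene expression was measured by RNA sequencing in Drosophila melanogaster embryos aged 10 to 15 hours, per the labels. The 6 libraries came from 2 lines engineered at shaggy (sgg), the fly gene for glycogen synthase kinase 3, with 3 separate embryo collections per line. Each line is a single stock, so the effect of the caspase-site changes cannot be separated from other differences between the stocks. Per the labels, libraries were made from 100 ng of total RNA with poly(A) selection, a strand-specific (directional) kit and 12 cycles of PCR, and were sequenced from one end. Poly(A) selection leaves out most RNA without a tail, and reads without molecular identifiers include PCR copies, so statements about sampling precision cover counting error only.

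The authors deposited whole-number read counts per gene for 17493 gene identifiers in the 6 libraries, not normalised. The aligner, the counting tool, the genome build and whether counting used the strand of the reads are not stated per the labels or the file headers. The authors also deposited a table of 10526 genes that repeats the same counts and gives log2 CPM (reads of a gene scaled to a common library total) per library. That table holds one comparison, with the authors' log2 fold change of the control line over the mutant line, its p-value and its adjusted p-value, and its name says limma-voom. The repeated counts were checked and equal those of the count table for each of these genes. The direction of the authors' log2 fold change was checked against their log2 CPM, and its sign was turned here so that positive values mean higher expression in the mutant line. Apart from gene identifiers and symbols, the columns of both tables match one library's title or this comparison, and 0 columns of the count table were left unmatched.

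Samples were grouped by their titles into the control line (n = 3) and the caspase-site mutant line (n = 3), and the replicate numbers 1 to 3 come from the same titles. The labels do not say that equally numbered collections of the 2 lines were made together, so the replicate number was not in the main model. Genes were kept by the filterByExpr rule of edgeR 4.0.16 (minimum count 10, minimum total count 15), which left 10526 genes. Counts were normalised by the trimmed mean of M-values (TMM) and tested with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest, R 4.3.3), mutant against control, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. Normalised CPM values are TMM-scaled and are given as mean ± SD over the 3 collections. The standard error of a log2 fold change was taken as its size divided by the square root of the quasi-likelihood F statistic.

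The design, the alternatives, the rule for naming genes and a pair of gene lists were fixed before the data were examined. One list holds 25 genes of Wingless and Hedgehog signalling, pathways in which this kinase acts, and the other holds 16 genes of cell death, since the mutated sites are caspase recognition sites. Each list was tested as a whole with camera in limma 3.58.1 (inter-gene correlation 0.01, two-sided), with Benjamini-Hochberg adjustment over both lists, and its genes were also adjusted over the list alone. The genes named are sgg, the 5 with the largest estimated rise and the 5 with the largest estimated fall on the log2 scale among genes past the threshold whose 3 normalised values in one line all exceeded the 3 in the other, and up to 5 genes of each list that passed the threshold over that list. Where all libraries of a line had 3 counts or fewer, the fold was the other line's mean CPM over the mean CPM of 3 counts. This fold is a lower bound for the ratio of the line means, and single collections can lie under it. One further gene in the closing observations was chosen after the data were seen.

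The alternatives were DESeq2's size factors within edgeR, upper-quartile scaling, library size alone, no filter, a filter of at least 1 CPM in 3 libraries, the DESeq2 1.42.0 Wald test, limma-voom, the replicate number as a block, other thresholds, and leaving out each library in turn. One alternative was added after the data were seen: limma-voom with a prior variance that depends on mean expression, a setting found by trying several against the adjusted p of the authors' deposited table. The fitting code was tested on simulated counts for 10526 genes drawn from the real means, dispersions and library sizes, with 200 genes changed. Of these 200 genes, edgeR's test at the threshold called 51% at a 1.5-fold change, 83.5% at a 2-fold change and 99% at a 4-fold change, each in the right direction. At the 2-fold change 13 of edgeR's 180 calls were false, and 26 of the 201 calls of the DESeq2 Wald test were. The changed genes were drawn from those with a mean of at least 1 CPM, with as many raised as lowered. These shares therefore do not carry over to rarer genes, or to data with more changed genes or an uneven direction.

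Gene symbols came from the authors' table and, for other genes, from a table of gene identifiers, which held 17362 of the 17493 identifiers. Positions, exon lengths and overlaps were looked up by identifier in the Ensembl release 115 annotation of the BDGP6 assembly, which holds 10445 of the 10526 tested genes. The authors' own build is not stated, and these positions describe the gene in that annotation. How the counting treated reads shared between near-identical genes is not stated either, so counts of members of gene families and of overlapping genes are uncertain to that extent. GC content was not tested, because no genome sequence was used here.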

Results

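RNA from embryos of 2 Drosophila lines was sequenced to ask whether gene expression changes when one form of Shaggy can no longer be cut by caspases. Shaggy is the fly glycogen synthase kinase 3, and caspases are the proteases that act in cell death and in some signalling. Both lines carried the same tags at sgg, an N-terminal DsRed fluorescent protein and an internal StrepII-Flag-StrepII affinity tag. The control line was otherwise wild type, and the mutant line also had changes at 2 caspase recognition sites. Each line gave 3 embryo collections aged 10 to 15 hours. Control libraries 1, 2 and 3 held 12646077, 19454630 and 17992076 counted reads, and mutant libraries 1, 2 and 3 held 15160388, 15641368 and 15487152. Between 12870 and 13407 genes had at least 1 count in a library. The floor of 3 counts, at or under which a gene was taken as not reliably detected, corresponded to 0.154 to 0.237 CPM. The mitochondrial large ribosomal RNA was the most abundant transcript and took 5.05% to 6.57% of the counts of a library, and the 20 most abundant genes together took 13.3% to 14.6%.

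Replicate libraries were compared before they were averaged. Across the 10526 tested genes, Pearson's r of log2 CPM was between 0.984 and 0.992 for libraries of one line and between 0.967 and 0.978 for libraries of different lines. These correlations are across genes, which are not independent replicates. To look for a library deposited more than once, counts were compared with sampling noise. The chi-square statistic per degree of freedom was at least 8.32 within a line and at least 32.9 between lines, so no pair looked like one library. The first principal component carried 58.1% of the variance and separated the lines, and the second carried 16.4% and separated the control collections. The biological coefficient of variation common to all genes was 11.1%.

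**Figure D1:**
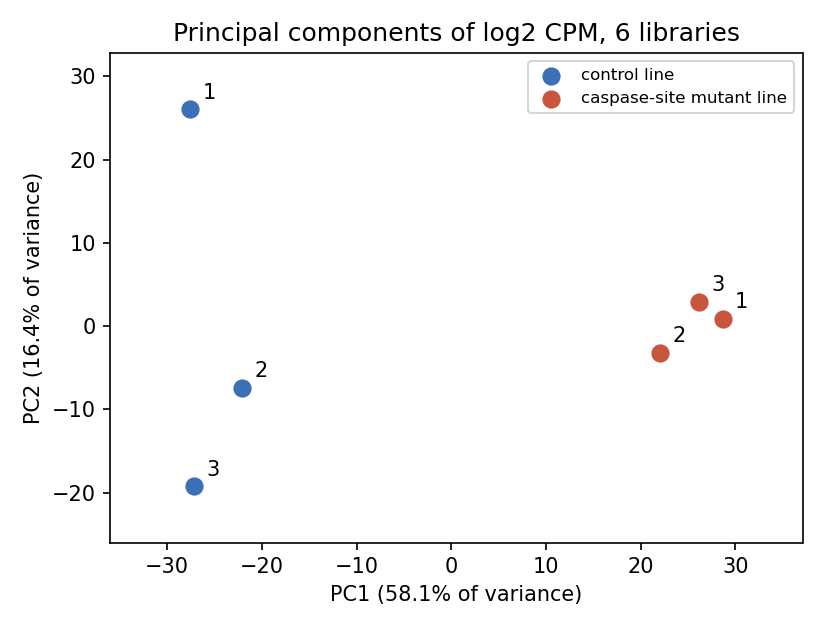
Principal components of log2 CPM for the 6 libraries, with PC1 on the x axis (58.1% of variance) and PC2 on the y axis (16.4%), each point a library numbered by its replicate. The 3 control libraries lie between -27.5 and -22.1 on PC1 and the 3 mutant libraries between 22.0 and 28.7, and control library 1 lies apart on PC2 at 26.0.

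The engineered gene was examined first. The gene sgg (FBgn0003371) lies on the X chromosome at 2633952 to 2679553 on the forward strand in the Ensembl release 115 annotation of BDGP6, the source of all positions given here, and its exons overlap those of lncRNA:CR45197 on the same strand. The count covers all transcripts of the gene and does not separate the tagged form. Control libraries 1, 2 and 3 had 3624, 6026 and 5818 sgg reads, and mutant libraries 1, 2 and 3 had 4647, 4604 and 4703. Normalised expression was 302 ± 15.5 CPM in the control line (SD, n = 3) and 306 ± 2.77 CPM in the mutant line (SD, n = 3). The log2 fold change of 0.02 (standard error 0.06) was smaller than its error, with an adjusted p of 0.871 in edgeR's quasi-likelihood test. Among the alternatives, leaving out control library 1 moved the estimate most, to -0.03. A difference in total sgg RNA was not detected with 3 collections per line.

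The lines were then compared over all tested genes. The quasi-likelihood test called 2350 of 10526 genes (22.3%) at an adjusted p under 0.05, with 1437 higher and 913 lower in the mutant line. For 2347 of these genes the 3 mutant values all lay on one side of the 3 control values. Most differences were small, with a median size of 0.55 on the log2 scale. The median was 0.69 among the genes that were higher and -0.42 among those that were lower. At least a 2-fold difference was found for 524 of the called genes, 424 higher and 100 lower, and at least a 4-fold difference for 67, 55 higher and 12 lower. The share of higher genes among the calls depended on scaling. It was 61.1% with TMM and 49.9% with library size alone, where 1268 genes were higher and 1272 lower. The median log2 fold change of all genes was -0.01 with TMM and -0.05 with library size alone. At the same threshold, leaving out mutant library 3 moved the number of calls most, to 1295.

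**Figure D2:**
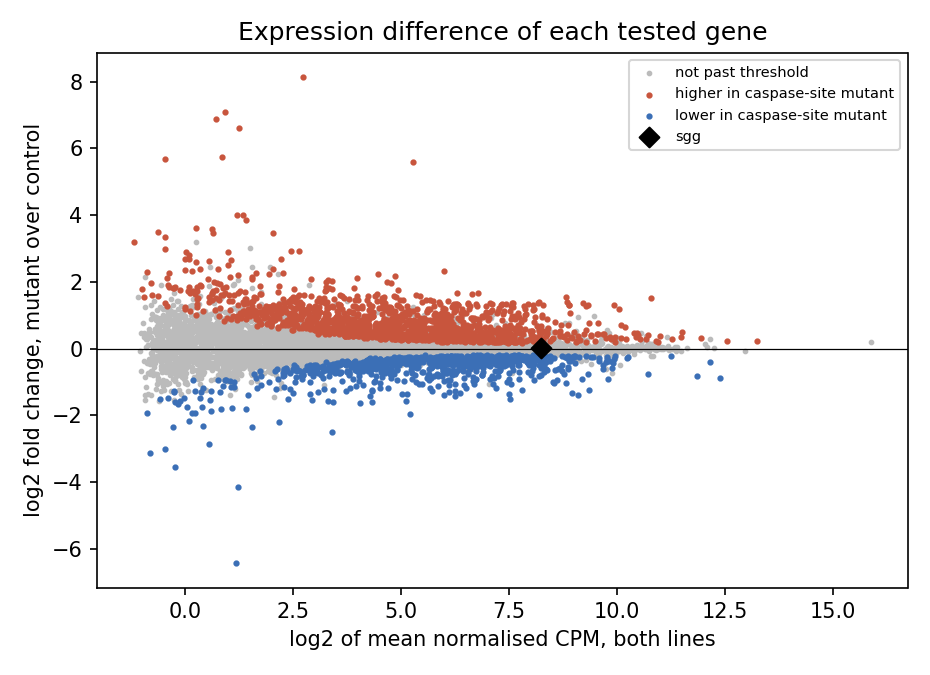
Log2 fold change of each of the 10526 tested genes, mutant over control, on the y axis against the log2 of its mean normalised CPM over both lines on the x axis, with 1437 genes called higher in red, 913 called lower in blue and sgg as a black diamond. The sgg point sits at 0.02, and 55 of the 67 genes with at least a 4-fold difference are higher in the mutant line.

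The authors' deposited table gives the same comparison by limma-voom for the same 10526 genes. In the authors' deposited table, 2376 genes had an adjusted p under 0.05, 1469 higher and 907 lower in the mutant line. Of these, 2298 were also called by edgeR's test, each in the same direction, 78 were called only in the authors' deposited table and 52 only by edgeR. The log2 fold changes of the authors' deposited table and of edgeR had a Pearson's r of 0.990 across genes, which are not independent replicates. For sgg the authors' deposited table gives a log2 fold change of -0.02, control over mutant, with an adjusted p of 0.873. A limma-voom fit was made here with the filter and TMM scaling of the edgeR fit. Its prior variance depended on mean expression, a setting found by trying several. This fit gave 2376 genes. Its adjusted p equalled that of the authors' deposited table, within a small numerical tolerance, for 10526 of 10526 genes. With limma's default prior variance the fit gave 2406 genes.

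The 5 genes with the largest estimated log2 rise were at or under 3 counts in every control library, so their folds are lower bounds and their order against genes with measured folds is uncertain. CG15570 (FBgn0029697, X, 4218170 to 4223331, forward strand) had at most 1 read in a control library and 297, 120 and 186 reads in mutant libraries 1, 2 and 3. Its normalised expression in the mutant line was 13.2 ± 5.99 CPM (SD, n = 3), at least 71.2-fold higher than in the control line, with an adjusted p of 0.000542 in edgeR's quasi-likelihood test. CR43669 (FBgn0263744), a pseudogene at 16699921 to 16700825 on the reverse strand of 2L, was at 4.69 ± 0.98 CPM in the mutant line, at least 25.2-fold higher. The antisense RNA asRNA:CR44975 (FBgn0266310) at 16697344 to 16697761 on the same strand was at 3.57 ± 1.15 CPM, at least 19.2-fold higher. Exons of both lie opposite those of grp, and the deposited counts are not stated to use strand. In the control line grp was at 52.1 CPM, while CR43669 had at most 2 reads and asRNA:CR44975 at most 3 in a library. In the mutant line grp was 0.29 higher on the log2 scale (standard error 0.08, edgeR adjusted p 0.0348). Victoria (FBgn0053117, 2L, 19912938 to 19913516, reverse strand) was at 3.77 ± 1.31 CPM in the mutant line, at least 20.2-fold higher. Alp2 (FBgn0283480, 2R, 22206005 to 22207987, reverse strand) was at 3.24 ± 1.42 CPM, at least 17.4-fold higher. The adjusted p of these 5 genes in edgeR's test ran from 0.000542 to 0.00147.

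Among the 5 genes with the largest estimated log2 fall, Tengl3 (FBgn0051679, 2L, 2237076 to 2238251, reverse strand) had 63, 79 and 81 reads in control libraries 1, 2 and 3 and 0, 0 and 2 in the mutant libraries. Its expression in the control line was 4.45 ± 0.46 CPM (SD, n = 3), and in the mutant line it was at least 22.9-fold lower, with an adjusted p of 0.000732 in edgeR's quasi-likelihood test. CG43755 (FBgn0264086, 2L, 325522 to 329761, reverse strand) was at 4.40 ± 1.60 CPM in the control line and 0.24 ± 0.20 CPM in the mutant line, 17.7-fold lower. Its exons lie opposite those of Plc21C, which was at 94.7 CPM in the mutant line, where CG43755 had 1, 7 and 3 reads. CG4440 (FBgn0040984, 2L, 16329925 to 16330521, forward strand) was at 1.57 ± 0.81 CPM in the control line and at least 8.08-fold lower in the mutant line. It had 9, 33 and 43 reads in control libraries 1, 2 and 3, so this fold of means varied between collections. CG18735 (FBgn0042098, 2R, 21798017 to 21799195, reverse strand) was at 1.03 ± 0.20 CPM in the control line and at least 5.31-fold lower in the mutant line. CG30395 (FBgn0050395, 2R, 21765489 to 21770196, forward strand) was at 1.29 ± 0.47 CPM in the control line and 0.15 ± 0.10 CPM in the mutant line, 8.03-fold lower. The adjusted p of these 5 genes in edgeR's test ran from 0.000732 to 0.00888.

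The Wingless and Hedgehog pathways were examined because glycogen synthase kinase 3 acts in both. All 25 genes of the fixed list were tested, and 19 were lower and 6 higher in the mutant line. The median log2 fold change of the list was -0.14, with single genes between -0.47 and 0.12. Tested as a whole, the list was shifted downward relative to the other genes, with an adjusted p over both lists of 0.0296 in limma's camera test (0.0148 before adjustment). The list was not divided into genes that promote and genes that oppose the pathways, so the shift gives no direction of pathway activity. The shift was no longer past the threshold in 4 of the 6 fits that left out one library. Of the 4 splits of the 6 libraries that part the equally numbered collections, 2 gave a camera value as small, the real split included. The other splits mix both lines within each group, so they are not a clean reference. A list of 20 genes chosen for earlier embryos, described below, fell further (median -0.24, unadjusted p 0.000401 in limma's camera test). A list chosen for later embryos was not shifted (median -0.0033). A difference in embryo age is therefore not excluded as a source of the Wingless and Hedgehog shift. Adjusted over all tested genes 4 genes of the list were past the threshold, all lower, and adjusted over the list alone 3 were. The gene nkd (log2 fold change -0.19) passed over all genes and not over the list. The Hedgehog receptor gene ptc (FBgn0003892, 2R, 8649649 to 8665223, forward strand) fell from 66.3 ± 2.88 to 47.9 ± 3.09 CPM (SD, n = 3 each), a log2 fold change of -0.47 (standard error 0.07) with an adjusted p over all genes of 0.00408 in edgeR's test. The β-catenin gene arm (FBgn0000117, X, 1891401 to 1900646, reverse strand) fell from 953 ± 19.5 to 798 ± 11.3 CPM, a log2 fold change of -0.26 (standard error 0.05) with an adjusted p of 0.0111 in edgeR's test. Its exons overlap those of mRpL16 on the opposite strand, a gene at 38.4 CPM in the control line. The gene arm lies within 1 Mb of sgg, so a stock difference linked to the edited gene is not excluded as a source of this fall. The receptor gene fz2 (FBgn0016797, 3L, 19140975 to 19235373, reverse strand) fell from 298 ± 4.04 to 253 ± 9.39 CPM, a log2 fold change of -0.23 (standard error 0.06) with an adjusted p of 0.0219 in edgeR's test. The call of fz2 was lost without control library 2 (edgeR adjusted p 0.0703) and without mutant library 3 (0.0782).

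The cell death list was examined because the mutated sites are caspase recognition sites. All 16 genes were tested, and 10 were lower and 6 higher in the mutant line. A shift of the list as a whole relative to other genes was not detected, with a median log2 fold change of -0.05 and an adjusted p of 0.243 in limma's camera test. The list was not divided into genes that promote and genes that oppose cell death, so opposite changes could cancel in this test. With adjustment over all tested genes and over the list alone, 2 genes were past the threshold, both lower. The gene skl (FBgn0036786, 3L, 18438561 to 18439942, reverse strand) fell from 36.2 ± 3.78 to 23.9 ± 2.73 CPM (SD, n = 3 each), a log2 fold change of -0.59 (standard error 0.11) with an adjusted p over all genes of 0.00746 in edgeR's test. The gene grim (FBgn0015946, 3L, 18302719 to 18304417, reverse strand) fell from 2.52 ± 0.28 to 1.29 ± 0.03 CPM, a log2 fold change of -0.95 (standard error 0.24) with an adjusted p of 0.0249 in edgeR's test. It had 19 to 45 reads per library, its exons overlap those of lncRNA:CR45975 and asRNA:CR45974, and its call was lost in each of the 6 fits that left out one library, with an edgeR adjusted p of 0.0586 to 0.0709. The initiator caspase gene Dronc and the effector caspase gene Drice differed by 0.01 and -0.02 on the log2 scale, less than their standard errors of 0.17 and 0.10.

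**Figure D3:**
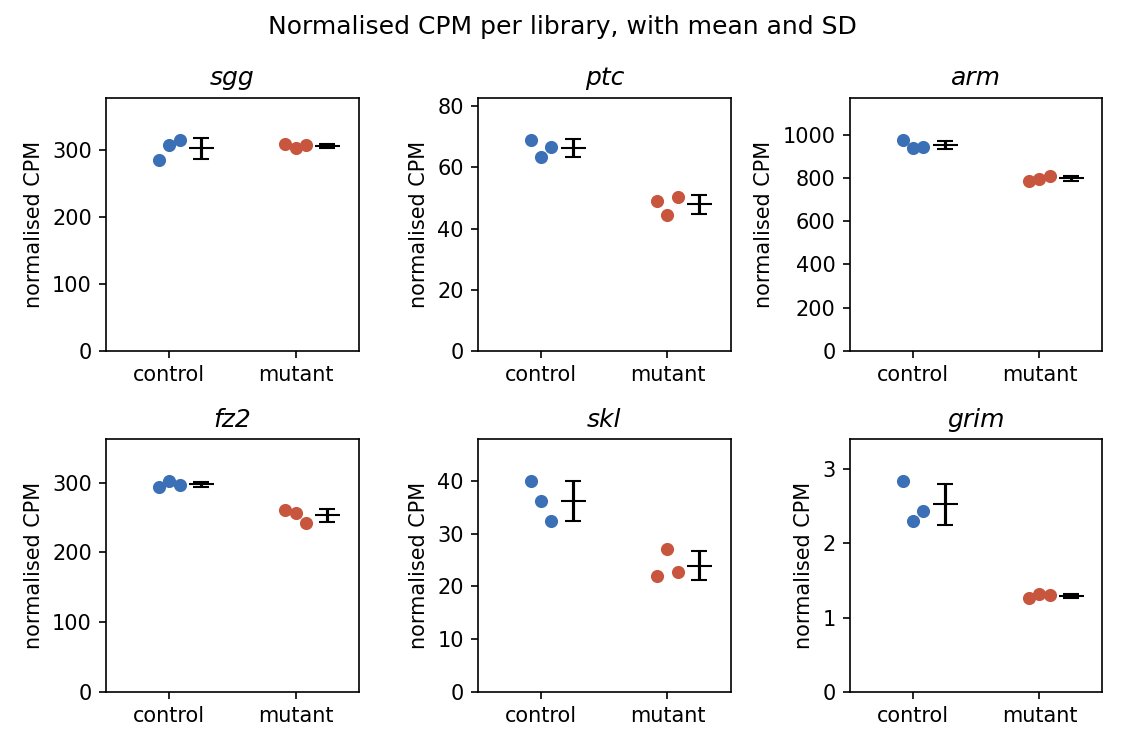
Normalised CPM on the y axis of sgg, 3 Wingless and Hedgehog genes (ptc, arm, fz2) and 2 cell death genes (skl, grim) in each library, with the control line in blue and the mutant line in red on the x axis, and black bars for the mean and SD of 3 libraries. The values of the lines overlap for sgg (302 and 306 CPM on average) and do not overlap for the other genes.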

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

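The number of called genes stayed between 1994 and 2540 under the other scalings, filters and tests at the same threshold, against 2350 as reported. With the replicate number as a block it was 1994 (1328 higher, 666 lower), of which 1856 were among the 2350. Equally numbered libraries of the 2 lines did not deviate together (mean correlation of their deviations from the line means -0.0090, from -0.0188 to 0.0102). For differently numbered libraries of the 2 lines this correlation ran from -0.104 to 0.126. A shared effect of equal numbers was therefore not detected, which does not tell whether those collections were made together. The DESeq2 Wald test called 2280 genes, of which 2136 were among the 2350, and library size alone called 2540, of which 2181 were. Under limma-voom with a trended prior variance, the alternative chosen after seeing the data, 2298 of 2376 were. Genes with at least a 2-fold change numbered between 378 and 572 under the alternatives, against 524.

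A threshold of 0.01 on the adjusted p left 919 genes, and 967 in the authors' deposited table, and a threshold of 0.1 gave 3245 genes. Across the 6 fits that each left out one library, the number of called genes ran from 1295 to 2146, of genes higher from 838 to 1415 and of genes lower from 457 to 738, and between 1253 and 1875 of the called genes were among the 2350. The cause of the difference between libraries left out was not tested. The log2 fold change of sgg changed sign under upper-quartile scaling (-0.0039) and library size alone (-0.024), and it ran from -0.026 to 0.0402 across the 6 fits that left out one library, negative without control library 1 and without mutant library 1. It was past the threshold under none of the alternatives run, with adjusted p of at least 0.719 in edgeR's tests. Under the 2 scalings the median of all genes moved down alongside sgg, from -0.01 to -0.03 (upper quartile) and -0.05 (library size alone), so the sign change followed the shift of all genes. Control library 1 had the lowest sgg value of the control libraries (285 CPM) and mutant library 1 the highest of the mutant libraries (308 CPM). Without control library 1 the median of all genes rose to -0.0052, while sgg fell. At the main scaling the other control libraries (308 and 314 CPM) both lay above the mutant mean of 306 CPM. That sign change therefore went with the sgg value of control library 1 and against the shift of all genes. Without mutant library 1 the median moved down to -0.0226. At the main scaling the other mutant libraries (303 and 307 CPM) both lay above the control mean of 302 CPM. The sgg value of mutant library 1 alone therefore does not give that sign change, and the shift of all genes went the same way.

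For the 16 other named genes, the alternatives gave 237 estimates, all in the reported direction, and 227 on the reported side of the threshold. The other 10 lost the call, 2 for fz2 (without control library 2, without mutant library 3) and 8 for grim (the DESeq2 Wald test, the block and the 6 fits that left out one library). CG4440, CG18735 and CG30395 have no value under the filter of 1 CPM in 3 libraries, which removes them. The median of the Wingless and Hedgehog list stayed negative under each alternative run on the lists, from -0.18 to -0.10 across the 6 fits that left out one library. With limma's camera test adjusted over both lists, the shift lost the threshold in 4 of these 6 fits, with adjusted p of 0.0517 without control library 2, 0.0773 without control library 3, 0.0626 without mutant library 2 and 0.0537 without mutant library 3. It passed under the other alternatives run on the lists. The cause was not tested. The cell death list had medians from -0.09 to -0.03 and passed under none of them.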

Other observations

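The tests of Osiris and cuticle genes as families, of chromosome arm 2L, of genes detected in one line only, of Cyp6g1 and of the number of called genes against other splits were chosen after the result was seen, and the gene lists for embryo age were written after the strongest genes of the authors' deposited table, the number of called genes and the principal components had been seen.

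The number of called genes was weighed against technical explanations. Of the 4 splits of the 6 libraries that part the 3 equally numbered pairs, 1 split, the real one, gave as many as 2350 genes. The other 9 of the 10 possible splits gave 0 genes at an adjusted p under 0.05 and 74 to 312 at an unadjusted p under 0.05, and 6 of these 9 part 1 pair. Each of these 9 splits puts both lines in each group, so any line difference widens the spread within groups and works against calls. Their 0 genes therefore say little about an accident of grouping. With 4 splits no share under 25% is possible, and with all 10, where the real split is also alone, none under 10%, so this comparison cannot rule out an accident of grouping. For the shift of the Wingless and Hedgehog list, 2 of the 4 splits gave a camera value as small as the real one, and the other of these, control library 1 with mutant libraries 2 and 3, gave a smaller one. For the cell death list 1 of the 4 splits, the real one, did. Over all 10 splits, 3 gave as small a value for the Wingless and Hedgehog list and 3 for the cell death list, the real split included. The other splits keep part of any line difference between their groups, so they are not a clean reference for the lists either. With each library thinned to 12646077 reads, 2213 genes were called, of which 2127 were among the 2350. Without the 20 genes with the highest totals 2349 were called, of which 2342 were. Depth and a few abundant genes therefore do not account for the number. Spearman's rho of log2 fold change with exon length was -0.087 across 10445 genes (99.2% of those tested), below the size set beforehand for a length bias, although genes called in the shortest exon-length group were higher in 76.5% of cases and in the longest group in 53.6%. The male-specific RNA lncRNA:roX1 differed by 0.26 on the log2 scale with an edgeR adjusted p of 0.219, and lncRNA:roX2 by -0.02, so a difference in sex ratio was not detected. GC content was not tested. Embryo age and stock background, below, remain, and the number of called genes cannot be told apart from them.

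A difference in embryo age remains a candidate explanation for part of the calls, since the collections span 10 to 15 hours, although the labels call them stage matched. A list of 20 genes chosen for expression in earlier embryos was lower in the mutant line, with a median of -0.24, 17 of 20 genes lower and 8 called lower. A list of 20 genes chosen for later embryos had a median of -0.0033. As written beforehand, an unshifted later list counted against an age difference. Because 6 of its genes were called higher and 5 lower, it was read as undecided instead, by a rule made after these values were seen. Inside it the genes called lower were Osi6 (log2 fold change -0.87), the cuticle gene Cpr47Ef (-0.86), Osi7 (-0.81), ple (-0.44) and kkv (-0.34). The genes called higher were Ddc (1.41), Cpr62Bc (1.36), Cpr65Ea (1.30), TwdlD (1.19), Lcp65Ac (1.15) and Cpr64Ad (0.56). The difference between control collections 1 and 3 had a correlation of 0.072 across genes, which are not independent, with the difference between the mutant mean and control collection 2. Since it is not known whether those control collections differ in age, this does not bear on age either way.

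Taken as families by gene symbol, 17 of 18 Osiris genes were lower, with a median of -0.48 and 7 called lower, and the exception was Osi2 (0.56, not called). Of 94 cuticle protein genes 89 were higher, with a median of 1.05, 58 called higher and 1 called lower. The medians ran from -0.52 to -0.48 for the Osiris genes and from 1.02 to 1.05 for the cuticle genes under the 4 scalings run. Of the other families computed, the 87 ribosomal protein genes had a median of 0.01 that turned negative under upper-quartile scaling (-0.0063) and library size alone (-0.03), and the 5 Jonah protease genes had a median of 1.28. Members of such families can share reads. The pattern may reflect older mutant embryos or a change in cuticle gene expression in the mutant line, and these libraries cannot separate the explanations. A staged embryo time course, not used here, would bear on this.

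Genes that switched between absent and present were counted. The number with 3 counts or fewer in every library of one line and at least 20 in every library of the other was 6. Of these, 5 were detected in the mutant line (CG15570, Victoria, CR43669, asRNA:CR44975 and Alp2) and 1 in the control line (Tengl3). A strain variant in one stock, unrelated to the caspase sites, could give such a pattern, and so could regulation. Neighbouring genes that both changed at least 4-fold in the same direction formed 3 pairs, against 0.342 expected from 10000 shuffles of positions within chromosome arms (permutation p 0.0048). The pairs were CG8997 with CG7916, asRNA:CR44975 with CR43669, and CG15533 with CG15534. Neighbours in one gene family could give the same excess as a strain variant. Of the 66 genes on the 6 arms with at least a 4-fold change, 22 lie on 2L, 19 higher and 3 lower in the mutant line, an odds ratio of 2.35 against the other arms (Fisher's exact p 0.00181, adjusted over 6 arms 0.0109). Fisher's test takes genes as independent, while the pairs CG8997 with CG7916 and asRNA:CR44975 with CR43669 are neighbours on 2L. Its p may therefore overstate the excess. Those 22 genes lie from CG43755 at 325522 to phr6-4 at 20643351, and 5 of them (CG4440, Idgf1, asRNA:CR44975, CR43669 and CG31809) start between 16329925 and 16853620. Whether they gather in stretches of the arm was not tested beyond the neighbouring pairs, so a stretch of 2L that differs between the stocks is neither shown nor excluded. Among all called genes 2L showed little excess, with 23.7% of its tested genes called against 20.9% to 23.2% on the other large arms (23.2% on 3L, 22.4% on 2R, 21.6% on 3R, 20.9% on X). Genotypes of the stocks were not used here.

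An excess of called genes next to the edited gene was not found. Of 161 tested genes within 1 Mb of sgg, 23 (14.3%) were called, against 331 of 1535 (21.6%) on the rest of X. The odds ratio was 0.61 (95% interval 0.366 to 0.966, Fisher's exact p 0.0320), opposite in direction to an excess. Calls of any size were counted, so a few changes from a linked haplotype could go unseen. Both lines were engineered at sgg and may share the sequence around it. A differing haplotype linked to the edit is therefore not excluded. The 23 called genes include arm, and the window leaves out CG15570 (X, 4218170 to 4223331).

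Cyp6g1 (FBgn0025454, 2R, 12185667 to 12188431, forward strand), a cytochrome P450 gene, was at 1.59 ± 0.42 CPM in the control line and 75.8 ± 29.6 CPM in the mutant line (SD, n = 3 each). The log2 fold change was 5.61 (standard error 0.34, edgeR adjusted p 0.000225), with each of the 3 mutant libraries above the 3 control libraries, and it ran from 5.23 to 5.79 across the 6 fits that left out one library. Its neighbour Cyp6g2, which overlaps it on the opposite strand, differed by 0.32 with an edgeR adjusted p of 0.587. A strain variant next to Cyp6g1 in one stock may account for this, as may regulation of this gene, and the test does not decide between them.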
